# CRISPR Reveals a Distal Super-Enhancer Required for Sox2 Expression in Mouse Embryonic Stem Cells

**DOI:** 10.1371/journal.pone.0114485

**Published:** 2014-12-08

**Authors:** Yan Li, Chloe M. Rivera, Haruhiko Ishii, Fulai Jin, Siddarth Selvaraj, Ah Young Lee, Jesse R. Dixon, Bing Ren

## Abstract

The pluripotency of embryonic stem cells (ESCs) is maintained by a small group of master transcription factors including Oct4, Sox2 and Nanog. These core factors form a regulatory circuit controlling the transcription of a number of pluripotency factors including themselves. Although previous studies have identified transcriptional regulators of this core network, the *cis*-regulatory DNA sequences required for the transcription of these key pluripotency factors remain to be defined. We analyzed epigenomic data within the 1.5 Mb gene-desert regions around the Sox2 gene and identified a 13kb-long super-enhancer (SE) located 100kb downstream of Sox2 in mouse ESCs. This SE is occupied by Oct4, Sox2, Nanog, and the mediator complex, and physically interacts with the Sox2 locus via DNA looping. Using a simple and highly efficient double-CRISPR genome editing strategy we deleted the entire 13-kb SE and characterized transcriptional defects in the resulting monoallelic and biallelic deletion clones with RNA-seq. We showed that the SE is responsible for over 90% of Sox2 expression, and Sox2 is the only target gene along the chromosome. Our results support the functional significance of a SE in maintaining the pluripotency transcription program in mouse ESCs.

## Introduction

Sox2 is one of the three core transcription factors (Oct4, Sox2, Nanog) responsible for maintaining ESC pluripotency. These core pluripotency factors form auto-regulatory loops and transcriptionally induce a cohort of other key pluripotency genes [1]-[3]. Besides ESCs, Sox2 is also expressed in various types of adult stem cells [4], [5]. Recently, it has been reported that Sox2-expressing cancer stem cells may drive tumor initiation and relapse in medulloblastoma and skin tumor [6], [7]. Therefore, elucidating the transcriptional regulation mechanisms of Sox2 gene is important for the understanding of both pluripotency and tumorigenesis.

Enhancers play a critical role in regulating metazoan gene transcription [8]-[11]. Recent genome-wide analyses have revealed that enhancers are very abundant in the genome. Additionally, highly specific enhancer landscapes are responsible for cellular identity as they regulate distinct transcriptional programs in different cell types [12]-[16]. Clusters of enhancer constituents that together generate a domain of MED1-, and transcription factor-binding, and H3K27ac enrichment have been identified as super-enhancers (SE) or stretch enhancers [17]-[19]. Compelling genomic evidence has predicted that SEs play a particularly important role in the control of cell identity and diseases [17]-[19], but direct functional evidence is lacking.

Until recently, validating the *in vivo* function of a putative enhancer has proven technically difficult. Reporter assays confirm that the sequence can function as an enhancer exogenously, but it does not demonstrate whether a distal target gene can be activated by the enhancer *in vivo*. Knocking out the enhancer sequence is the gold standard approach, but conventional methods using homologous recombination are inefficient and labor-intensive. The recently developed CRISPR/Cas9 system [20], [21] has proven to be a highly efficient genome editing technique and offers a promising method to validate enhancer functions *in vivo*. A recent study used CRISPR to validate the importance of a SE near GATA2 in chronic myeloid leukemia by demonstrating it is responsible for 80% of GATA2 expression [22]. With this recent advance, we have attempted to examine the role of SEs in pluripotency and normal development.

In the mouse genome, Sox2 is located within a∼1.5Mb gene desert region. It has been postulated that regulatory sequences may lie in such gene deserts and modulate gene expression over long distances [23]. In this study, we examined the gene desert near Sox2 and identified a putative distal super enhancer that is marked by active histone marks only in ESCs. This 13kb-long enhancer is occupied by multiple pluripotency factors and forms a long-distance DNA loop with the Sox2 promoter from 100kb away. Using a double-CRISPR excision strategy, we studied the *in vivo* function of this SE and demonstrated that it is responsible for over 90% of Sox2 gene expression in mouse ESCs. Our results therefore provide direct evidences on the key roles of a SE in governing ESC pluripotency.

## Methods and Materials

### Cell culture and transfection experiments

The F1 *Mus musculus castaneus* × S129/SvJae mouse ESC line (F123 line) was a gift from the laboratory of Dr. Edith Heard and was previously described [24]. The cells were cultured as described previously [25]. Importantly, cells were passaged twice on 0.1% gelatin-coated feeder-free plates before harvesting. F123 cells were plated at a density of 0.5 million/mL on 0.1% gelatin-coated feeder-free plates 24 hours before transfection. Cells were triple transfected using the Mouse ES Cell Nucleofector Kit (Lonza) and Amaxa Nucleofector with 7.5ug of each CRISPR plasmid and 5ug of pBABE-Puro. Post-transfection, cells were immediately plated on puromycin-resistant MEF feeders (GlobalStem) for recovery. 48 hours after transfection 2 µg/mL of puromycin (Sigma) was supplemented to the cell culture media for 3 days to select for transfected cells. Alkaline phosphatase staining was performed using mESC culture in the presence of MEF feeder cells with the Alkaline Phosphatase Staining kit (Stemgent). For growth curve analysis, control and mutant ES cells were plated at 1×10^5^ cells in triplicates on 12-well plates and counted for six consecutive days. The cells were passaged on day 4 by making 1∶3 dilutions. The cell numbers on day 5 and 6 were multiplied by three to adjust for the dilution.

### Design of CRISPR constructs for enhancer deletion

Target-specific CRISPR guide RNAs were designed to optimize uniqueness and have limited off-targets using an online tool (http://crispr.mit.edu/). Corresponding oligonucleotides were ordered (IDT) and subcloned into the pX330 plasmid (Addgene), expressing a human codon-optimized SpCas9 and chimeric guide RNA expression plasmid, following previously published guidelines [20]. The sequences flanking mEnh-Sox2^distal^ targeted by the CRISPR constructs are:

5′-CRISPR: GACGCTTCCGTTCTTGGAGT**AGG**

3′-CRISPR: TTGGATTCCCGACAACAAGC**TGG**

### PCR and Sanger sequencing for genotyping deletion clones

Genomic DNA was isolated from clonal CRISPR targeted F123 cell lines using a DNeasy Blood & Tissue Kit (Qiagen). To screen deletion clones, SE-spanning PCR primers were designed which flank the outside of the CRISPR sgRNAs and amplify a 13kb+ region. Given efficient CRISPR cutting and repair of DNA through non-homologous end joining, a∼420bp product is expected. For PCR, 20ng of genomic DNA was used and amplified with Q5 High-Fidelity DNA Polymerase (NEB).

Subsequently, a qPCR-based genotyping method was designed to quantify the DNA copy number of the targeted regions relative to control regions. qPCR copy number primers were designed inside the targeted region to quantify the efficiency of CRISPR deletion as creating a biallelic or monoallelic deletion. qPCR was performed with 10ng of genomic DNA in triplicate using SYBR green master mix (Roche) on the LightCycler 480 (Roche). Relative levels of DNA copy number were calculated using the ΔΔCt method with copy number normalized to GAPDH intron 1 (chromosome 6) as a control.

Finally, Sanger sequencing was used to confirm the qPCR genotyping result and further characterize the deletion junction. The ∼420bp products from PCR were TOPO-cloned using a Zero Blunt TOPO PCR cloning kit (Qiagen). Purified plasmid was Sanger sequenced (Retrogen) using the M13 F primer. Sanger sequencing data of one of the biallelic (confirmed by copy number analysis) SE deletion clone were not available because we failed to expand it upon freeze/thaw. The following equation was used to calculate deletion efficiency: Deletion frequency  =  ((# monoallelic clones) +2 * (# biallelic clones))/(2 * (# of total clones)). The following are the primers used:

*mEnh-Sox2^distal^ PCR Deletion-spanning primers*

F: CCTCAAAGTGCATCTCGTCA

R: GTCCCCTCGGCTTCTGTACT

*mEnh-Sox2^distal^ copy number qPCR primers*

F: CAAATGCGCCTCTCACTTTA

R: TTCCCAGCAGTGCTTGTATG

*qPCR copy number control primers: GAPDH intron 1 (chromosome 6)*

F: CTGGCACTGCACAAGAAGAT

R: GGGTTCCTATAAATACGGACTGC

*M13F Sanger Sequencing Primer*

F: GTTTTCCCAGTCACGACGTTGTA

### RNA isolation and allele-specific RT-qPCR

Total RNA was isolated by TRIzol (Life Tech) extraction and DNaseI (Life Tech) treated. The SuperScript III First-Strand Synthesis SuperMix for RT-qPCR kit (Life Tech) was used for synthesis of cDNA from 1ug of RNA. RT-qPCR was performed in triplicate using SYBR green master mix (Roche) on the LightCycler 480 (Roche). Relative levels of gene expression were normalized to beta actin (*Actb*). RT-qPCR primers for *Actb* are (Fwd: 5′-CTGGCTCCTAGCACCATGAAGATC; Rev: 5′-TGCTGATCCACATCTGCTGG). The primer sequences used in this study are Pou5f1 (F: 5′-GTTGGAGAAGGTGGAACCAA, R: 5′-CCAAGGTGATCCTCTTCTGC), Nanog (F: 5′-ATGCCTGCAGTTTTTCATCC, R: 5′-GAGGAAGGGCGAGGAGAG), Esrrb (F: 5′-ACATTGCCTCTGGCTACCAC, R: 5′-CGGGCAGTTGTACTCGATG), Klf4 (F: 5′-CAGGCTGTGGCAAAACCTAT, R: 5′-CGTCCCAGTCACAGTGGTAA), Kit (F: 5′-CGTGAACTCCATGTGGCTAA, R: 5′-CGTCTCCTGGCGTTCATAAT).

To assay the allele-specific expression from Sox2 locus, we used a common forward primer to measure the *Sox2* gene expression level (Sox2-F: 5′-ACATGTGAGGGCTGGACT). A universal reverse primer (R-universal: 5′-CCTTTTGAGCATTATCAGATTTTTC) is used to measure the total *Sox2* expression level. We used two different reverse primers to measure Sox2 expression from the CAST (R-CAST: CTTTTGAGCATTATCAGATTTTTCT) or 129 allele (R-129: CTTTTGAGCATTATCAGATTTTTCC).

### Strand-specific RNA-seq

PolyA+ RNA was captured from ten micrograms of total RNA using Oligo(dT)_25_ Dynabeads (Invitrogen). The resulting RNA fraction was subjected to first-strand cDNA synthesis using random primers and dT oligos in the presence of actinomycin D. Samples were cleaned up by applying the reaction mix to mini G50 columns. The eluted sample was then subjected to second-strand synthesis with DNA polymerase I, DNA ligase, and dUNTPs in the presence of RNase H. This ensures that the cDNA strand complementary to the mRNA has dNTPs and that the other strand is specifically labeled with dUNTPs. The cDNA was purified by QIA-quick columns and sheared using a Bioruptor (Diagenode). The fragmented cDNA was subsequently end repaired, A-tailed, and then ligated to Illumina TruSeq adapters. The samples were run on a 2% high-resolution agarose gel and fragments were size-selected from 200bp-450bp. The fragments were then treated with UDGase to remove the labeled strand, and mRNA complementary cDNA strand was amplified by PCR and sequenced (2×100bp) using the Illumina HiSeq2000.

### ChIP-seq

ChIP-Seq was carried out as previously described [26] with 500 µg chromatin and 5 µg antibody with the following antibodies, H3K27ac (Abcam, ab4729) and H3K4me3 (Millipore, 04-745). ChIP and input library preparation and sequencing procedures were carried out as described previously according to Illumina protocols with minor modifications (Illumina, San Diego, CA).

### Bioinformatic analysis

All the sequencing data were mapped to mm9. ChIP-seq and Hi-C data analysis were performed as described previously [27]. For RNA-seq analysis, reads were mapped using Novoalign and USeq. FPKM for known mouse genes were generated using in-house scripts. To identify signature genes, a pseudo number of 4 was added to the FPKM value of each gene and a 3-fold cutoff was used to identify significantly changed genes comparing wild type and enhancer knockout clones. CAST and 129 genotypes were generated, and strain-specific reads at CAST and 129 SNPs were separated as described previously [25]. To improve the accuracy of calling genetic variants between the two mouse strains, we also removed a subset of variants that showed inherent biases from all downstream analyses. Briefly, we generated dummy reads across each SNP/Indel and mapped them to the genome: SNPs that showed>5% bias and Indels showing>10% bias are ignored. We also checked for copy number variation across the two alleles and ignored variants that showed significant bias (5% FDR). Finally, we removed variants identified as poor heterozygous calls (5% FDR) [25]. Functional analysis of the signature genes was performed using DAVID and GSEA.

### Data availability

The raw data for ChIP-seq and RNA-seq experiments performed in this study have been uploaded to GEO with accession number (GSE60763). The following epigenomic data used in this study were published previously: H3K27ac ChIP-seq in different mouse tissues, and p300 ChIP-seq in mESCs [28] (GSE29218); ChIP-seq of Med1, Oct4, Sox2 and Nanog in mouse ES cells [19] (GSE44288); Hi-C data in mouse J1 ES cells [29] (GSE34156) and F123 ES cells [25] (GSE48592) were combined for the analysis in this study.

## Results

### Identification of a distal Sox2 super-enhancer in mouse ESCs

We examined ENCODE ChIP-seq data from 23 different mouse tissues or cell types focusing on the Sox2 locus (**Fig. 1**). Using H3K27ac, a histone mark for active enhancers [30], [31], we observed a distal SE that is only present in mouse ESC lines, which is approximately 100kb downstream from the Sox2 locus. This sequence spans a relatively large 13kb region, and corresponds to a recently defined super-enhancer [19] or stretch enhancer [18]. Indeed, this region (referred to as Sox2-SE^distal^ hereafter) is one of the SEs previously identified in mouse ESCs [19]. Interestingly, although Sox2 is also expressed in several brain tissues, Sox2-SE^distal^ is not active in those tissues. Instead, a different region upstream of the Sox2 locus is marked by H3K27ac in brain tissues (**Fig. 1**), suggesting that Sox2 is regulated by different mechanisms in ESCs and neural tissues involving different *cis*-regulatory elements. Indeed a part of the region marked by H3K27ac in brain tissues has been shown to drive Sox2 expression in telencephalic neural stem cells [32].

**Figure 1:**
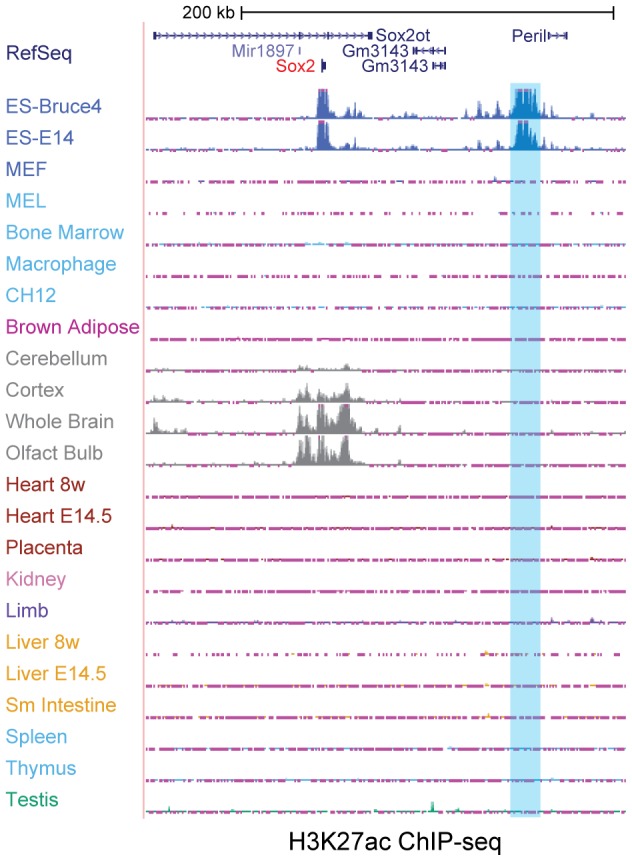
Identification of a distal mouse ESC-specific super-enhancer near Sox2 gene. In a genome-browser snapshot, 23 tracks of H3K27ac ChIP-seq data are shown. The top 2 tracks are from two different mouse ESC lines. Shadowed region shows the location of the mEnh-Sox2^distal^ enhancer.

### Epigenetic characterization of the Sox2-SE^distal^ in mouse ESCs

We next examined the epigenetic features at Sox2-SE^distal^. 

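ChIP-seq for H3K27ac was performed in F123 cells, a hybrid ESC line from a cross of the CAST and 129 strains, and in J1 cells, an ESC line of a 129 background, and ChIP-seq for H3K4me3 was performed in F123 cells, with 1 library for each. H3K27ac marks active enhancers and promoters, and H3K4me3 marks active promoters. The deposited files list aligned positions on mm9, in which reads with identical alignments are collapsed to 1 line. A whole number on each line was read as the number of reads behind it. The F123 H3K27ac library held 1576875 distinct alignments from 8047321 reads, the J1 H3K27ac library 7743500 from 81285265 reads, and the H3K4me3 library 7108751 from 9007794 reads. Of the distinct alignments, 20.5% in the F123 H3K27ac library, 32.2% in the J1 library and 82.4% in the H3K4me3 library were seen in a single read. Distinct alignments were counted by their 5′ end, and enrichment was taken over the mean density of chromosome 3 of the same library, because no input library was analysed here. Intervals are exact 95% Poisson intervals of the count. They cover counting error only, and no difference between libraries has a replicate check.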

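The region between the guide RNA cut sites, at 34652343 to 34665304 on chromosome 3, held 522 distinct H3K27ac alignments in F123 cells and 1408 in J1 cells. This was 82.6-fold (75.6 to 90.0) the chromosome 3 mean in F123 and 44.7-fold (42.4 to 47.1) in J1, while the rest of the 2 Mb around it was at 1.74-fold and 1.72-fold. The window of 2 kb on each side of the Sox2 start was at 142-fold in F123 and 56.0-fold in J1. Of all 13 kb windows of the genome at 1 kb steps, 220 of 2641525 were higher than the window at the SE in F123 and 245 of 2641584 in J1. The enriched domain, joined from 1 kb bins over 5 times the mean with gaps of up to 2 kb, was 28000 bp long in F123 and 24000 bp long in J1 and started at 34650001 in both, so that it extended past the 3′ side of the deleted region. Averaged over this whole domain, which moved the fold most, enrichment was 43.9-fold in F123 and 29.2-fold in J1. The fold values of both lines were not compared as levels, since the libraries differ in depth and in the share of copied reads.

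**Figure D1:**
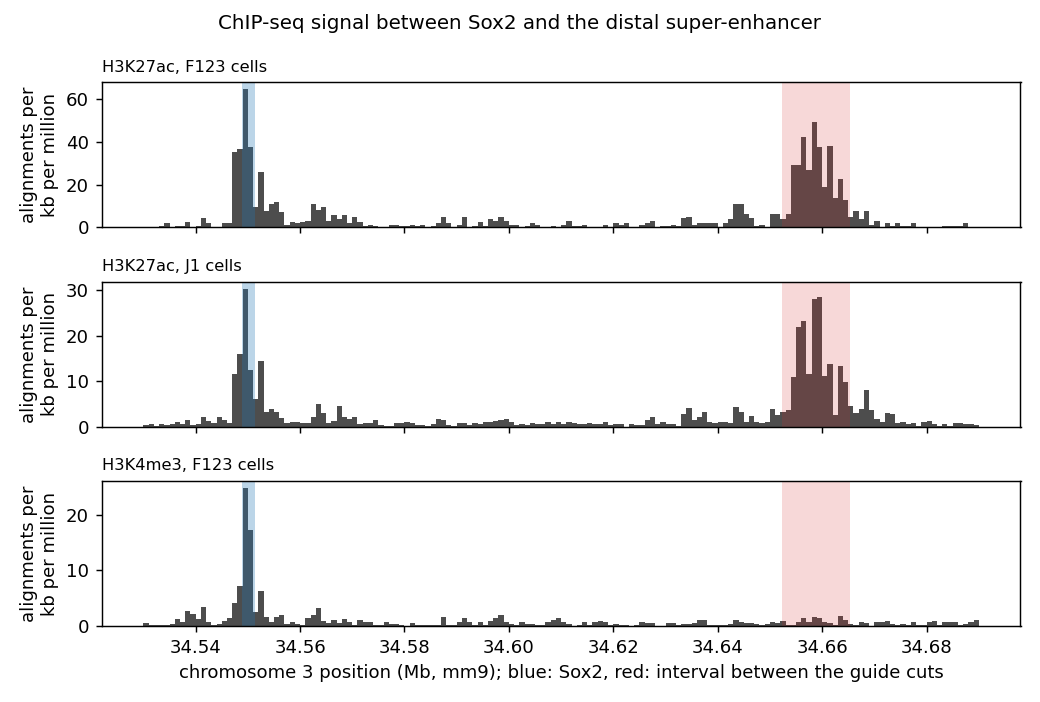
Distinct ChIP-seq alignments per kb, scaled to the size of each library (vertical axis), in 1 kb bins along chromosome 3 (horizontal axis, Mb of mm9) for H3K27ac in F123 and J1 cells and H3K4me3 in F123 cells, 1 library each. H3K27ac is high at Sox2 (blue) and at the region between the guide cut sites (red), and H3K4me3 is high at Sox2.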

First, we observed strong H3K27ac signal at this SE in two additional mouse ES cell lines (F123 and J1), indicating that usage of this SE is conserved across different mice strains. Previously published ChIP-seq data shows that Sox2-SE^distal^ is occupied by Oct4, Sox2 and Nanog (**Fig. 2**). In this study, we also observed strong binding of the transcriptional co-activator p300 and the mediator complex (Med1) (**Fig. 2**). To test if Sox2-SE^distal^ regulates Sox2 gene through long-range DNA looping, we analyzed DNA looping interactions using Hi-C data generated from mouse ESCs [27] and observed specific DNA looping signal between Sox2-SE^distal^ and the Sox2 promoter (**Fig. 2**). This long-range chromatin interaction was also observed in two other independent studies using 5C [33] and ChIA-PET [34] in mouse ESCs. Taken together, these results suggest that Sox2-SE^distal^ could be involved in the core pluripotency circuitry through regulating Sox2 gene expression.

**Figure 2:**
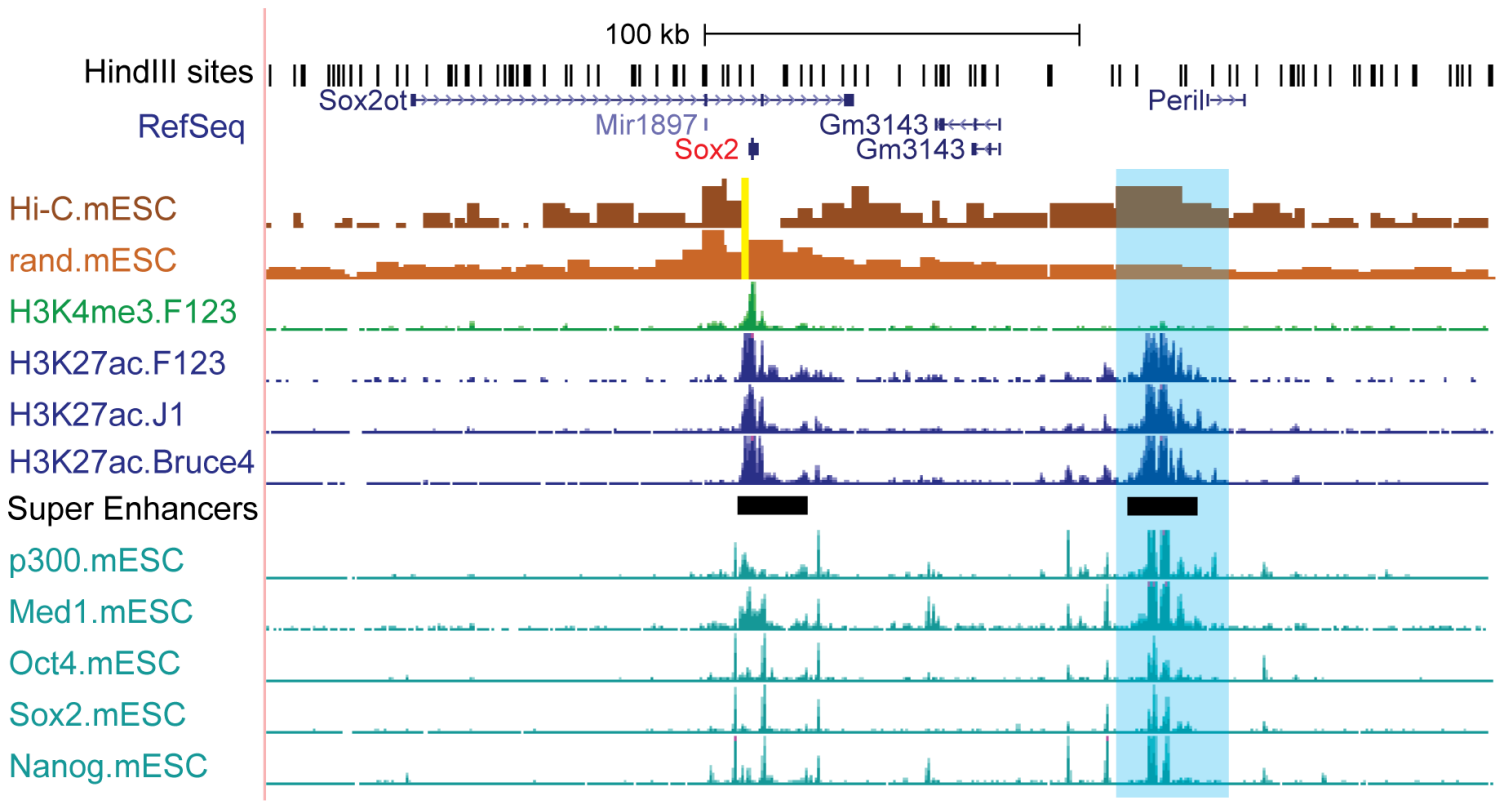
Characterization of the distal Sox2 super-enhancer. In a genome-browser snapshot, the top Hi-C track is a bar graph showing the Hi-C read number in mouse ESCs using Sox2 as the anchor (highlighted in yellow). Each bar represents one HindIII fragment between two HindIII cutting sites. The bar height represents the Hi-C read count from the anchor to the HindIII fragment. The 2^nd^ Hi-C track plots the expected value for every HindIII fragment. Therefore the blue highlighted region is a significant looping interaction from the Sox2 promoter to Sox2-SE^distal^ after comparing the top two tracks. The ChIP-seq tracks show the locations of different histone marks or protein factors in mouse ESC lines. The super-enhancer track shows the locations of two super-enhancers in mESCs identified by Hnisz et al.

### A simple and efficient strategy to disrupt enhancers with CRISPR

To test the *in vivo* function of Sox2-SE^distal^, we sought to delete the entire enhancer sequence from the endogenous locus. Given that the SE spans a∼13kb region, deletion of this region using conventional methods would be very inefficient. Therefore, we explored whether the recently developed CRISPR technology [20], [21] could be utilized to delete this large non-coding sequence in mouse ESCs.

In the CRISPR/Cas9 system, a small guide RNA (sgRNA) targets the Cas9 protein to a specific genomic location and generates a double-strand break. Random mutations can be generated when the DNA break is repaired via non-homologous end joining (NHEJ). The efficiency of DNA cutting by the CRISPR/Cas9 system may reach over 90%, therefore it is possible to introduce multiple mutations in the same cell with high efficiency [35]. We postulated that if we introduce two sgRNAs flanking the Sox2-SE^distal^ into a cell, two DNA breaks may be generated simultaneously on the same chromosome, leading to the deletion of this long SE during DNA repair by NHEJ (**Fig. 3A**).

**Figure 3:**
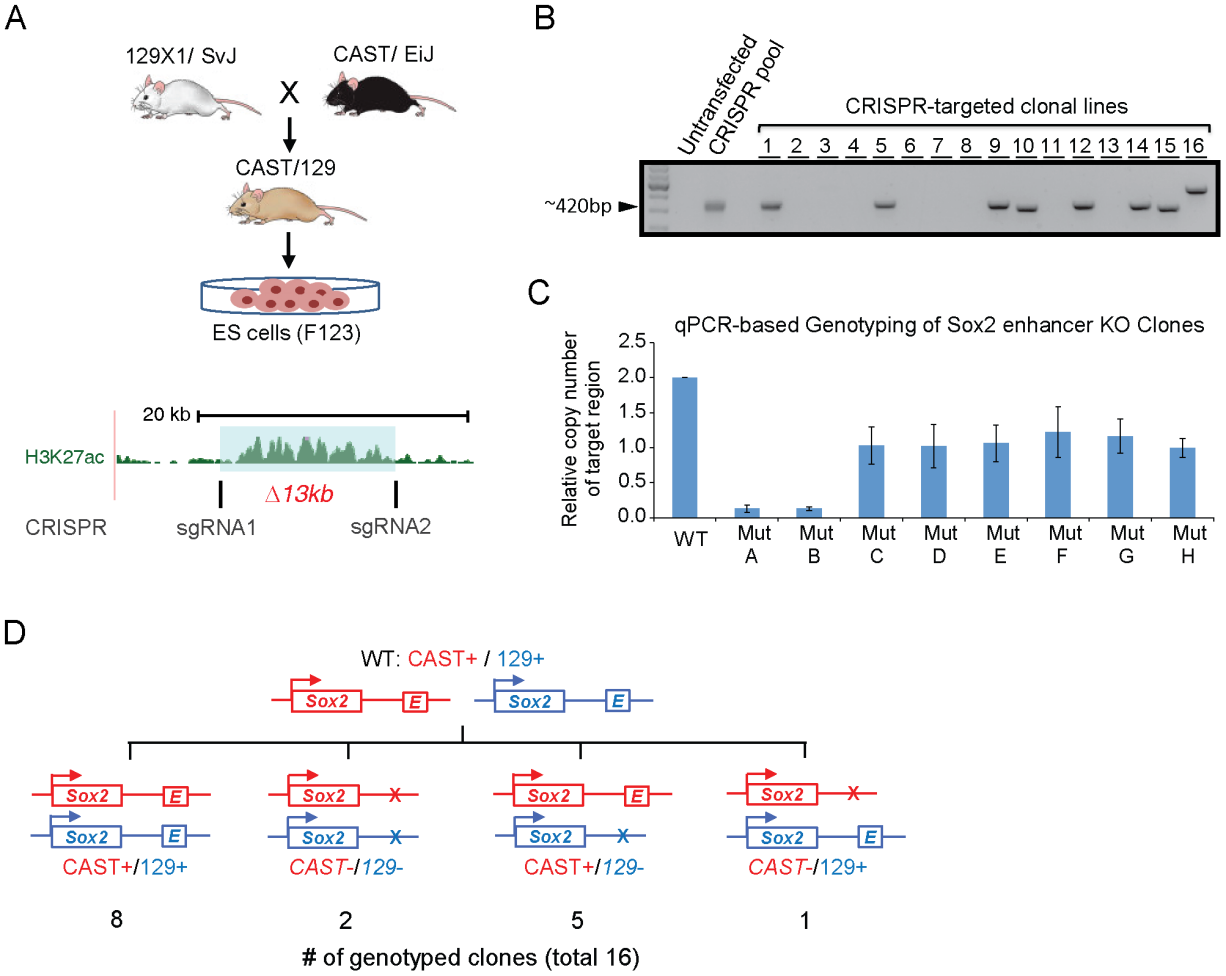
Deleting Sox2-SE^distal^ using CRISPR. (**A**) Schematic representation of CRISPR-based SE deletion strategy in a hybrid mouse ESC line, F123. Lower panel shows the location of two small guide RNA flanking the 13kb Sox2-SE^distal^. (**B**) Two PCR primers flanking (see Methods) the deleted region were used to amplify the genomic DNA from mutant clones. Successful deletion (monoallelic or biallelic) generates a small PCR product of ∼420bp with some length variation due to random mutations during non-homologous end-joining. 8 of the 16 clones show a product, meaning at least one copy of the SE is deleted. (**C**) qPCR was performed using two primers inside the SE (see Methods) to measure the copy number of the SE in WT ESCs and 8 mutant clones. Signal in WT clone is normalized to 2. Error bar: standard deviation. (**D**) Summary of the genotypes of the mutant ESC clones as confirmed by Sanger sequencing.

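The 5′ guide RNA, GACGCTTCCGTTCTTGGAGT, matches the minus strand of chromosome 3 at 34652340 to 34652359 of mm9 with the PAM AGG, and the 3′ guide RNA, TTGGATTCCCGACAACAAGC, matches the minus strand at 34665302 to 34665321 with the PAM TGG. Each had 1 exact match next to an NGG in the mm9 genome. The 5′ guide had 0 further sites with 1 mismatch, 2 with 2 mismatches and 0 with 3. The 3′ guide had 0 sites with 1 or 2 mismatches and 6 with 3. The cut sites enclose 34652343 to 34665304, a length of 12962 bp, and this region starts 100960 bp after the 3′ end of Sox2 (34548927 to 34551383, plus strand). No GENCODE M1 gene overlaps it. The sequence left of the first cut is CCCTAGAAGCACTGTCACAGGTAGCCTACT and the sequence right of the second cut is TGTTGTCGGGAATCCAATCCAATCCTCTGG. The deletion-spanning primers lie 13381 bp apart, end to end, in the reference and 419 bp apart after a precise excision. The copy number primers, at 34663922 to 34664043, lie inside the deleted region. These are reference positions and not measurements of the clones.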

We therefore used this simple approach to delete Sox2-SE^distal^ in the hybrid F123 mouse ESC line (see method and materials) derived from a cross between two inbred strains, CAST and 129 [24] (**Fig. 3A**). This cell line was chosen for its high SNP density and *a priori* haplotypes. Given these characteristics, this cell line is especially amendable to robust allelic analysis of CRISPR-based deletions and downstream functional assays.

After co-transfecting two sgRNA constructs, 8 out of 16 ESC clones had the desired enhancer deletion on at least one allele (**Fig. 3B**). Copy number analysis revealed that Sox2-SE^distal^ was deleted from both alleles (biallelic clones) in 2 clones, and from one allele in the remaining 6 clones (monoallelic clones) (**Fig. 3C**). Further genotyping analysis using Sanger sequencing confirmed that among the 6 monoallelic clones, five had a deletion on the 129 allele and one on the CAST allele (**Fig. 3D** **,** **S1 Figure**). Taken together, these results suggest that our double-CRISPR strategy can delete large genomic sequences with very high efficiency (31.25%, see methods). In fact, a recent study also took a similar approach in mouse erythroleukemia cells and achieved a similar deletion frequency [36].

### Sox2-SE^distal^ is responsible for over 90% of Sox2 transcription

We next performed allele specific RT-qPCR analysis (see methods) to quantify the effect of Sox2-SE^distal^ on Sox2 transcription. In wild type (WT) clones, both CAST and 129 alleles contribute to roughly half of total Sox2 expression (**Fig. 4A**). Strikingly, in the biallelic SE knockout clone, Sox2 expression is almost completely lost, while in monoallelic SE knockout clones, total Sox2 expression level is reduced by roughly 50% (**Fig. 4A**). Importantly, in the monoallelic clones, the level of Sox2 expression from the knockout allele is only ∼7% of the intact allele on average (**Fig. 4A**). These results reveal that a single SE, Sox2-SE^distal^, regulates transcription exclusively in *cis* and contributes to over 90% of total Sox2 expression.

**Figure 4:**
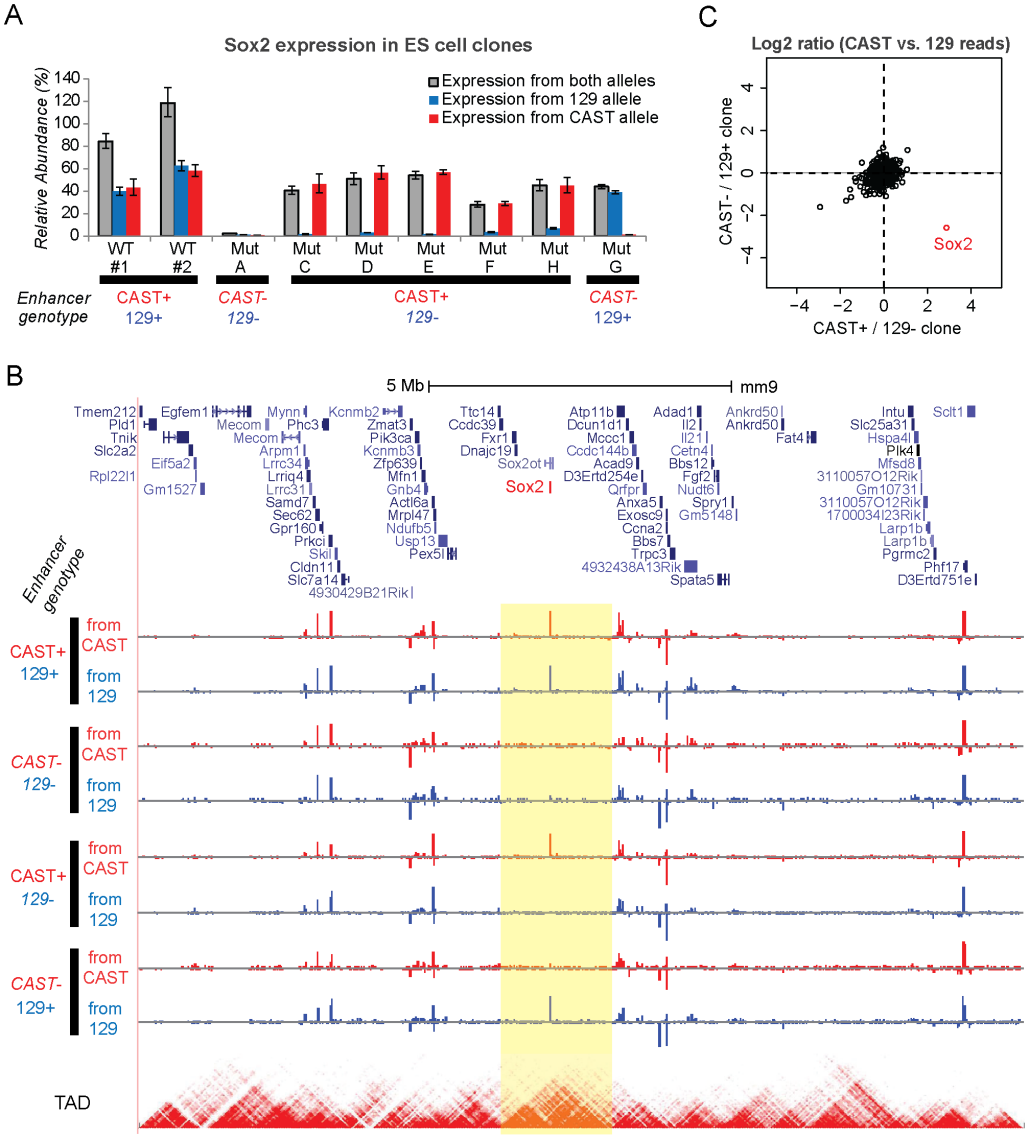
Sox2-SE^distal^ regulates Sox2 expression in *cis*. (**A**) Allele-specific RT-qPCR analysis of mESC clones with different genotypes. Samples are normalized to the average Sox2 signal between two WT biological replicates. Error bar denotes standard deviation. Note one biallelic Sox2-SE^distal^ deletion clone (Mut B from **Fig. 3**) is missing because we fail to re-expand that clone after freeze and thawing. (**B**) Genome browser tracks showing the RNA-seq signals near the Sox2 locus. Only RNA-seq reads on SNPs between CAST and 129 genomes are plotted. Red tracks: RNA-seq reads on CAST SNPs, the signal above the base line shows transcription from positive strand and the signal below the base line shows transcription from negative strand. Blue tracks: RNA-seq reads on 129 SNPs. The bottom heat map track shows TAD defined by Hi-C. The TAD containing Sox2 gene is highlighted in yellow. (**C**) Comparison of allele-specific expression from RNA-seq in the monoallelic 129 and monoallelic CAST clones. Allele specificity is defined as the log2 ratio of RNA-seq reads from CAST and 129 allele after adding a pseudo count of 10. All genes on chromosome 3 including Sox2 are plotted. Only the Sox2 gene shows CAST specific expression in CAST+/129- clone and 129 specific expression in CAST-/129+ clone, suggesting direct regulation by Sox2-SE^distal^.

In order to further test the *cis* and *trans* effects of the enhancer deletion on the transcriptome, we performed RNA-seq in four representative clones with different scenarios of enhancer deletion (WT, biallelic mutation, 129 monoallelic mutation, and CAST monoallelic mutation). 

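RNA-seq was performed on 1 library per genotype. The wild type clone carries the SE on both alleles (CAST+/129+), and the other clones lack it on the 129 allele (CAST+/129-), on the CAST allele (CAST-/129+) or on both (CAST-/129-). The authors mapped reads with Novoalign and the deposited files list the aligned segments on mm9, with identical alignments collapsed to 1 line and spliced reads split into their segments. The distinct alignments numbered 33684661 in the wild type library, 16380802 in CAST+/129-, 8613113 in CAST-/129+ and 7557984 in CAST-/129-. On exons of GENCODE M1 genes, on the strand of the gene and outside bases shared by genes of that strand, 24891864, 12486398, 6078945 and 5847451 were counted in the same order. FPKM values were calculated from these counts over 31498 genes with at least 200 such bases, and a pseudo-value of 4 was added for log2 ratios, as in the paper's methods. Collapsing limits how many alignments an abundant gene can add in a deep library. It therefore lowers abundant genes most in the wild type library, where 2.58 reads stood behind each distinct alignment against 1.84 in CAST-/129-. The files hold no read sequences, so that expression was measured from both alleles together and the allele-specific values of Fig. 4B-C were not repeated. With 1 library per genotype, no difference has a replicate check, and the exact 95% Poisson intervals cover counting error only.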

Based on the sequences of RNA-seq reads and SNPs called for both parental alleles, we can determine the transcriptional outputs from the 129 or CAST allele for every gene (**Fig. 4B**). 

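Sox2 (ENSMUSG00000074637.3) had 10667 distinct alignments in the wild type library, 2510 in CAST+/129-, 1088 in CAST-/129+ and 106 in CAST-/129-. These counts give 174.7 FPKM (171.4 to 178.1) in wild type, 82.0 (78.8 to 85.3) in CAST+/129-, 73.1 (68.8 to 77.6) in CAST-/129+ and 7.40 (6.06 to 8.95) in CAST-/129-. Relative to wild type, Sox2 was at 46.9% (44.9 to 49.0) in CAST+/129-, 41.8% (39.3 to 44.5) in CAST-/129+ and 4.23% (3.46 to 5.13) in CAST-/129-. The intervals of the monoallelic clones do not overlap, but whether they differ beyond the spread between clones was not measured. Counting each start position once moved these values most, to 104% in both monoallelic libraries and 13.96% in CAST-/129-. This count is limited by the number of positions in the gene. With reads before collapsing, an alternative chosen after the data were seen, Sox2 was at 38.0%, 35.9% and 3.49%. From the loss of Sox2 RNA, the paper concludes that the SE is required for Sox2 transcription.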

Consistent with the RT-qPCR data, the RNA-seq results also supported our conclusion that Sox2-SE^distal^ is required for Sox2 gene transcription. 

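Among the 627 chromosome 3 genes with a mean FPKM of at least 1, 15 were up and 11 were down at least 3-fold in CAST-/129- relative to wild type, 2.39% and 1.75%, against 1.84% and 1.14% of the 13199 genes of the other chromosomes. In CAST+/129- 6 were up and 5 down, and in CAST-/129+ 4 were up and 9 down. These values are from both alleles together. Within 2 Mb of the deleted region, 0 genes other than Sox2 passed 3-fold in any of the mutant clones. Over the 14 genes in this range with at least 100 wild type counts, leaving out Sox2 and Sox2ot, expression was between 48.5% (Gm9791) and 134% (Dnajc19) of wild type in CAST+/129-, between 45.6% (Gm9791) and 187% (Anxa5) in CAST-/129+ and between 42.5% (Mccc1) and 267% (Anxa5) in CAST-/129-. The medians were 95.05%, 103% and 84.7%. The paper's allele-specific comparison was not part of these values.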

Importantly, none of the other genes on the same chromosomes are directly affected by Sox2-SE^distal^ deletion (**Fig. 4B–C**), suggesting Sox2 is the only target gene of Sox2-SE^distal^. It is noteworthy that Sox2 is the only active protein-coding gene sharing the same TAD [29] with Sox2-SE^distal^ (**Fig. 4B**).

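The protein-coding genes that flank the gene desert around Sox2 in GENCODE M1 are Dnajc19, which ends at 33980243, and Atp11b, which starts at 35653056. Dnajc19 had 7.75 FPKM in wild type and 8.58 in CAST-/129-, 111% (94.3 to 129) of wild type. In the monoallelic clones it was above wild type by more than counting error, with 10.38 FPKM (interval 120% to 150%) in CAST+/129- and 10.36 FPKM (115% to 154%) in CAST-/129+. Atp11b had 37.0 FPKM in wild type and 24.2 in CAST-/129-, 65.5% (61.1 to 70.2), and was at 83.0% (79.3 to 87.0) in CAST+/129- and 83.4% (78.4 to 88.7) in CAST-/129+. The non-coding gene Sox2ot (34003360 to 34581541, plus strand) surrounds Sox2 and was at 0.678 FPKM in wild type. It had 144 counts in wild type, 58 in CAST+/129-, 22 in CAST-/129+ and 6 in CAST-/129-, which is 80.3% (58.2 to 109.7), 62.7% (38.1 to 98.6) and 17.8% (6.41 to 39.6) of wild type. At these levels the pseudo-value of 4 keeps Sox2ot far from the 3-fold threshold. Only bases of Sox2ot outside Sox2 were counted.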

### Sox2-SE^distal^ deletion alters transcription of key pluripotency genes

As expected, Sox2-SE^distal^ deletion affected the proliferation and morphology of mESC culture, due to reduced expression of Sox2 and several other pluripotency factors (**Fig. 5A-B** **,** **S2 Figure**). We further analyzed the effects of Sox2-SE^distal^ deletion on the transcriptome using the RNA-seq data in different types of mutant clones (**S1 Table**). 

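FPKM plus a pseudo-value of 4 and a 3-fold threshold, the rule of the paper's methods, gave 258 up and 161 down genes in CAST-/129- relative to wild type over 31498 genes. The counts depend on the pseudo-value and the threshold, as a pseudo-value of 1 gave 701 up and 565 down genes and one of 10 gave 120 and 50, while a 2-fold threshold gave 630 and 605 and a 5-fold threshold 103 and 29. Of the 136 names in S2 Table, 131 matched a gene by symbol or synonym, and all 131 were up at least 3-fold. Of the 142 names in S3 Table, 134 matched. All 134 were lower than in wild type, and 91 of them passed 3-fold. The largest increases among genes that rose in both monoallelic clones were those of Krt18, H19, S100a4, Cdkn1c and Lyz2, with log2 ratios of 5.34, 5.22, 4.70, 4.64 and 4.64. H19 had a similar level in all mutant libraries. Lyz2 had 0 counts in wild type, which allows up to 0.0920 FPKM, and 95.5 FPKM in CAST-/129-. The largest decreases were those of Sox2, Npl, Tuba3b, Klf4 and Tcl1, with log2 ratios of -3.97, -3.41, -3.35, -3.34 and -3.21. Log2 ratios after adding 4 understate the change of genes with low FPKM.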

Comparing the biallelic knockout clone to the WT clone, we identified a signature of 136 up-regulated genes and 142 down-regulated genes (including Sox2) using a 3-fold cutoff (**Fig. 5C**, **S2**–**S3 Tables**). Importantly, transcription levels of most of these genes also show significant change in the monoallelic SE knockout clones (**Fig. 5D**), although to a lesser extent (**Fig. 5E**). These results suggest that partial loss of Sox2 expression also results in significant *trans* effects on gene transcription in mouse ESCs. 

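Of the 258 genes up in CAST-/129-, 248 (96.1%) were higher than wild type in CAST+/129- and 252 (97.7%) in CAST-/129+, and of the 161 genes down, 154 (95.7%) and 158 (98.1%) were lower. All comparisons share the wild type library, which alone can give a common direction. In 100 simulations in which no library differed from wild type, 0 genes passed 3-fold, and among as many genes with the largest simulated ratios, selected again each time, the mean share with the same direction was between 62.4% and 70.7% and the highest was 77.6%. With the CAST-/129- library simulated from its own counts and only the monoallelic library unchanged, the mean share among the genes called each time was between 48.5% and 51.7%. The simulations hold counting error only and no difference between cultures. The median log2 ratio of the up genes was 1.16 in CAST+/129- and 1.35 in CAST-/129+, against 2.11 in CAST-/129-, and that of the down genes was -1.26 and -1.53 against -1.93. Among 10000 random lists of the same size and matched expression, the medians of the up genes lay at percentile 100 and those of the down genes at percentile 0. The change was smaller than in CAST-/129- for 223 and 200 of the up genes and for 140 and 133 of the down genes. Past 3-fold were 85 and 111 of the up genes and 54 and 72 of the down genes. Since the genes were selected on CAST-/129-, smaller values in the other clones are partly a result of the selection. From the changes in the monoallelic clones, the paper proposes that partial loss of Sox2 also has effects in trans.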

21 out of the 142 down-regulated genes have Sox2 binding sites at promoters, while only 6 up-regulated genes have Sox2 binding at promoters (**Fig. 5F**, **S4 Table**), suggesting some of these genes are direct targets of Sox2 transactivation. However, we cannot exclude the possibility that some genes are affected by Sox2-SE^distal^ deletion through trans-interactions or other indirect mechanisms.

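S4 Table lists 930 genes with Sox2 at their promoter, of which 913 matched a gene. Of the 161 down genes, 16 (9.94%) were in this list, and of the 258 up genes, 12 (4.65%). Among the 11896 genes expressed highly enough to pass the rule, 743 (6.25%) were listed. In 10000 random lists matched on mean expression, the count of the down genes lay at percentile 96.9 and that of the up genes at percentile 10.4. For the genes of S3 and S2 Tables that matched, 21 of 134 (15.7%, percentile 99.98) and 7 of 131 (5.34%, percentile 28.2) were listed. The percentiles describe these libraries and are not p-values of the genotypes. The paper proposes that some of the down-regulated genes are direct targets of Sox2.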

**Figure 5:**
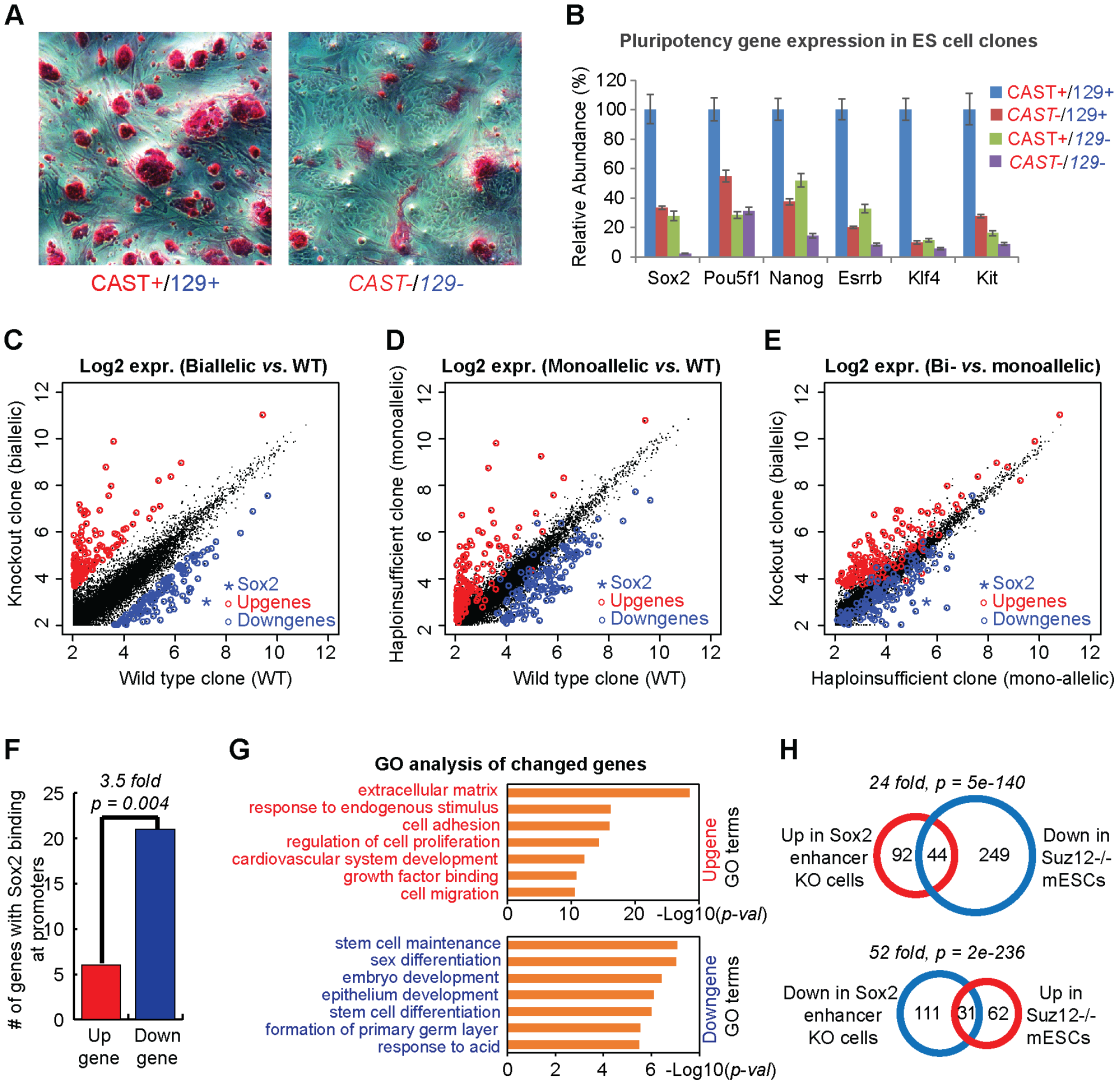
Sox2-SE^distal^ deletion affects key pluripotency genes. (**A**) Alkaline phosphatase staining of wild type (left) and biallelic Sox2-SE^distal^ deletion (right) clones. (**B**) RT-qPCR analysis of pluripotency genes in 4 representative wild type (WT) or Sox2-SE^distal^ deletion clones. (**C–E**) Scatter plots comparing the expression levels of all mouse genes in different Sox2-SE^distal^ deletion clones according to RNA-seq data. Knockout clone: biallelic Sox2-SE^distal^ mutant; haploinsufficient clone: monoallelic Sox2-SE^distal^ mutant. Plotted are log2 scaled FPKM values for each gene after adding a pseudo-value of 4. Signature up-regulated (red spots) or down-regulated (blue spots) genes were identified from the biallelic mutant clone (**C**). Expression levels of these signature genes were also compared in (**D**) and (**E**). (**F**) Bar graph comparing the up-regulated and down-regulated signature genes with Sox2 binding at promoters as called by Sox2 ChIP-seq data. P-value: Binomial test. (**G**) GO analysis identified top GO terms enriched in up-regulated or down-regulated genes upon Sox2-SE^distal^ deletion. (**H**) Venn diagrams comparing the Sox2-SE^distal^ knockout signature genes to signature genes found in Suz12 knockout mouse ESCs. P-value: binomial test.

Gene ontology (GO) analysis revealed distinct functions between up-regulated and down-regulated signature genes upon Sox2-SE^distal^ deletion. 

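Nanog was at 38.9 FPKM in CAST-/129-, or 29.9% (27.3 to 32.7) of wild type, and at 88.8% in CAST+/129- and 58.8% in CAST-/129+. Klf4 fell further, from 120.5 FPKM to 8.29, or 6.89% (5.81 to 8.10), and was at 16.0% and 11.5% in the monoallelic clones. Esrrb was at 23.7% (22.0 to 25.5) in CAST-/129- and at 57.0% and 34.9% in CAST+/129- and CAST-/129+. Kit was at 12.1% (10.1 to 14.6) in CAST-/129- and at 17.5% and 26.3%. Tet1 was at 32.0% (30.8 to 33.2) in CAST-/129- and at 55.1% and 41.7%, and its log2 ratio after adding 4, -1.54, does not reach 3-fold, while Nanog, Klf4, Esrrb and Kit do with -1.64, -3.34, -1.89 and -2.14. Nanog is close to the threshold and falls short of it with all alignments in the file as library size, at -1.56, and with median of ratios, at -1.56. Pou5f1 was at 86.7% (82.8 to 90.9) of wild type in CAST-/129-, at 69.9% (67.3 to 72.6) in CAST+/129- and at 109.8% (105.3 to 114.5) in CAST-/129+, where reads before collapsing put it below wild type, at 79.5%. Its level did not follow the number of deleted copies in either unit.

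**Figure D2:**
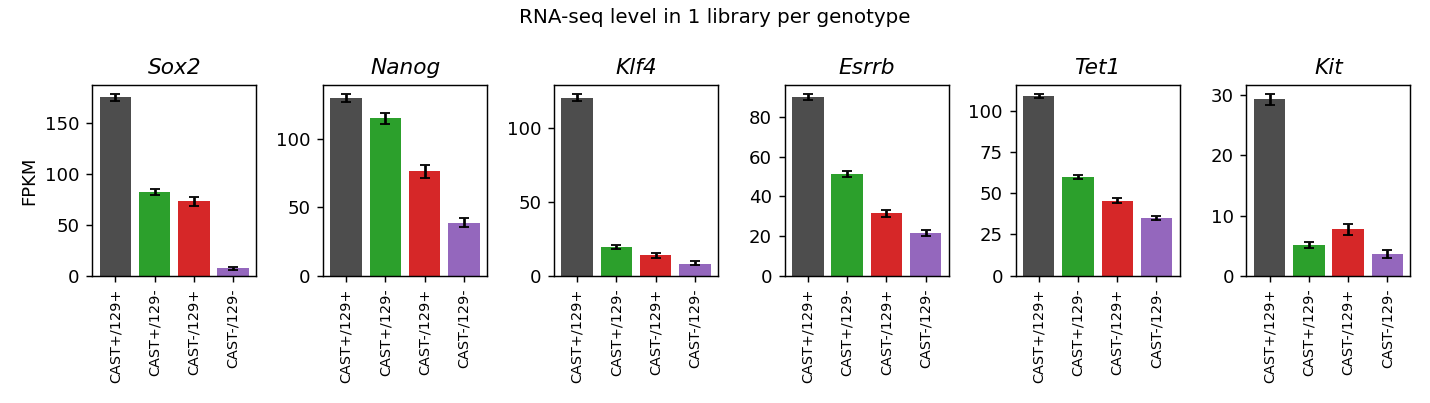
FPKM (vertical axis, starting at 0, with its own scale for each gene) of Sox2, Nanog, Klf4, Esrrb, Tet1 and Kit in 1 library per genotype (horizontal axis). Bars are the values of single libraries, and error bars are exact 95% Poisson intervals of the counts, which leave out the spread between clones. All 6 genes are lowest in CAST-/129-.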

Consistent with the role of Sox2 as a core pluripotency factor, down-regulated signature genes are key genes involved in stem cell maintenance and early development, including Nanog, Klf4, Esrrb, Tet1, and Kit. (**Fig. 5G**). On the other hand, up-regulated signature genes are involved in late development and specialized cellular functions such as cell migration and cell communication (**Fig. 5G**).

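Among the up genes, Krt18 rose from 1.81 FPKM (1.39 to 2.32) in wild type to 231.4 (221.1 to 242.1) in CAST-/129- and was at 133.2 in CAST+/129- and 229.4 in CAST-/129+. S100a4 rose from 1.78 FPKM to 146.7 in CAST-/129- and was at 32.7 and 28.1 in the monoallelic clones. Cdkn1c rose from 2.92 FPKM to 168.3 and was at 12.8 and 20.9. Of lists of markers written with S2 Table in view, 6 of 13 trophectoderm markers, 6 of 11 mesoderm and primitive streak markers, 1 of 10 ectoderm and neural markers and 16 of 25 fibroblast markers were up at least 3-fold in CAST-/129-. S2 Table, which was made from these libraries, holds 4, 4, 1 and 14 of these list members in the same order, so that these counts are not independent of it. Among the members it does not hold, 2 of 9, 2 of 7, 0 of 9 and 2 of 11 passed 3-fold. The clones had been on feeder cells during recovery and were passaged on gelatin without feeders before harvest.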

We also performed an unbiased gene set enrichment analysis (GSEA) comparing our signature genes to hundreds of gene signatures from molecular signature database (MSigDB). Remarkably, we found that the Sox2-SE^distal^ knockout signature anti-correlates with the signature in mouse ESCs lacking the Suz12 gene [37]. Suz12 is a key component of polycomb repressive complex 2 (PRC2), which has been shown to be required for ESC differentiation [38]. Consistently, we observed a significant fraction of up-regulated signature genes that are down-regulated in Suz12-/- mouse ESCs, while the expression levels of a significant fraction of down-regulated signature genes are elevated in Suz12-/- mouse ESCs (**Fig. 5H**). It has been previously shown that Suz12 binds to a significant fraction of key developmental regulators in mESCs, and those genes are often co-occupied by Oct4, Sox2 and Nanog [39]. Our results therefore agree with a model that PRC2 antagonizes the core pluripotency factors in regulating target gene expression during differentiation.

## Discussion

We identified a mouse ESC-specific regulatory region that controls Sox2 expression through long-range DNA looping. Sox2-SE^distal^ is an exceptionally large (∼13kb) cluster of H3K27ac enrichment thereby fitting the criteria of recently defined super-enhancers or stretch enhancers [18], [19]. It has been proposed that SEs may play a key role in maintaining cell identity, and our results provide unambiguous functional data supporting this hypothesis. Interestingly, we also observed a different SE proximal to Sox2 that is also marked by histone H3K27ac exclusively in brain tissues (**Fig. 1**). This could be an SE that drives Sox2 expression in brain. It will be interesting to further explore how the Sox2 gene transitions to different enhancer usage during the development of central nervous system (CNS).

Importantly, we have demonstrated the feasibility of using a simple double-CRISPR excision strategy to delete a 13kb non-coding region (**Fig. 3A**). Because of the high efficiency of the CRISPR/Cas9 system, two double-strand breaks can be generated simultaneously on the same chromosome, leading to the loss of an entire 13kb region between the two targeting sites. The usage of a hybrid cell line (F123) also allows allele-specific measurements of enhancer activity. Upon deletion of Sox2-SE^distal^ using CRISPR, we found Sox2 expression is reduced by over 90%. As expected, Sox2-SE^distal^ deletion reduces the transcription of a number of key pluripotency genes and also induces a differentiation gene signature. We believe CRISPR will be a powerful tool for future study of *in vivo* enhancer function.

It is also striking that Sox2-SE^distal^ regulates expression of Sox2, which is located 100kb away, without affecting other nearby genes. This implies that enhancers engage in highly selective long-range interactions, and their regulation should not be simplified by assuming they regulate the nearest gene. One possible explanation for this specificity lies in the specific looping interaction between Sox2 and Sox2-SE^distal^. Our analysis of Hi-C data shows significant interaction between Sox2 and Sox2-SE^distal^ (**Fig. 2**). It is also noteworthy that, while there are other genes near Sox2-SE^distal^, only the Sox2 promoter is marked by a strong peak of H3K4me3 within the same topological domain [29], which could explain why only the Sox2 gene is targeted by Sox2-SE^distal^. 

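Between Dnajc19 and Atp11b, at 33980244 to 35653055, 22 of 1672 bins of 1 kb had over 5 times the mean H3K4me3 density of chromosome 3 in F123 cells. Of these, 6 lay within 3 kb of Sox2 or its promoter window and 16 elsewhere. The highest bin, which starts at 34549001 in Sox2, was at 71.5-fold, and the highest bin elsewhere was at 9.75-fold. Over the 2 kb on each side of the Sox2 start there were 377 alignments, 38.3-fold (34.5 to 42.4) the mean, and over the region between the guide cut sites 85, 2.66-fold (2.13 to 3.29). With a threshold of 10 times the mean, 0 bins remained outside Sox2. The boundaries of the topological domain were not used, and the desert between the flanking genes was taken in its place.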

A similar phenomenon was also observed in a recent study on GATA2 super-enhancer [22].

It came to our attention that a part of the region we deleted overlaps with 5′ end of the Peril ncRNA transcript [40]. As a result, the Peril transcript was lost from the alleles with Sox2-SE^distal^ deletion (data not shown). However, Sauvageau et al. did not observe significant loss of Sox2 expression in mouse embryos when they knocked out Peril. Therefore, we conclude that the effect of the Sox2-SE^distal^ deletion on Sox2 expression is not due to loss of Peril transcript.

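Peril is not in GENCODE M1, and alignments were counted by strand in the deleted region and in the 15 kb after it, a length chosen after the data were seen. In the deleted region, the plus strand of the transcript had 163 alignments in wild type, 108 in CAST+/129-, 16 in CAST-/129+ and 7 in CAST-/129-, or 6.56 (5.59 to 7.65), 8.67 (7.11 to 10.47), 2.64 (1.51 to 4.29) and 1.20 (0.483 to 2.47) in CPM of the alignments on genes. The intervals of wild type and CAST+/129- overlap, which does not rule out a higher level in CAST+/129-. At the wild type rate, 81.7 counts would be found there, against the 108 counted. The minus strand had 53, 34, 22 and 9 alignments. In the 15 kb after it, at 34665305 to 34680304, the plus strand had 408 in wild type and 150 in CAST+/129-, 9 in CAST-/129+ and 0 in CAST-/129-, or 16.4 (14.9 to 18.1), 12.0 (10.2 to 14.1), 1.49 (0.679 to 2.82) and 0 in CPM. A count of 0 allows up to 0.514 CPM. At the wild type rate, 99.5 counts would be found in CAST-/129+ and 95.7 in CAST-/129-, so that the lower depth does not give these counts. The clone without the SE on the 129 allele kept most of the RNA of these 15 kb, at a level below wild type beyond counting error, while in the deleted region it was not below wild type.

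**Figure D3:**
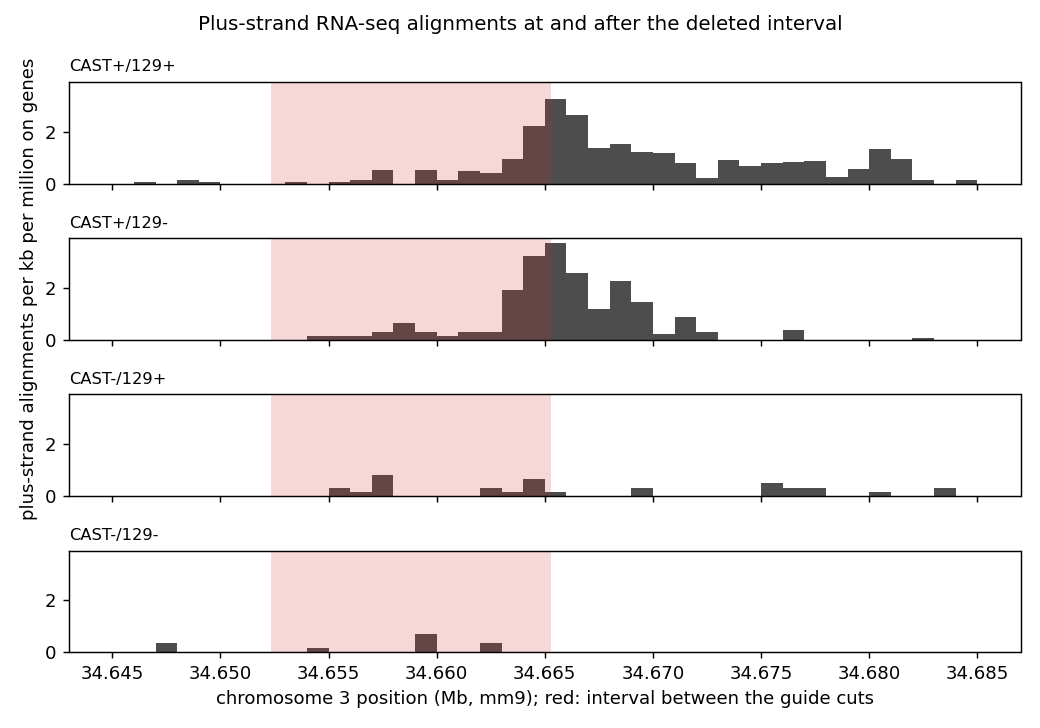
Distinct plus-strand RNA-seq alignments per kb, in CPM of the alignments on genes (vertical axis), in 1 kb bins of chromosome 3 (horizontal axis, Mb of mm9) in 1 library per genotype. After the region between the guide cut sites (red), bins are filled in CAST+/129+ and CAST+/129- and are near or at 0 in CAST-/129+ and CAST-/129-.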

Understanding how genomic information directs tissue-specific gene expression remains a major challenge. Identification of *cis*-regulatory elements from epigenomic information and validation by efficient genome editing techniques will be a paradigm of how to study gene regulation.

## Supporting Information

S1 Figure **Genotyping of enhancer deletion clones.** (**A**) Aligned Sanger sequencing chromatograms from deletion junctions amplified from genomic DNA of targeted Sox2-SE^distal^ clones. Two SNPs (highlighted in yellow) on the 3' end of the PCR product reveal the origin of the targeted allele. Mutant A is biallelic, Mutant G is monoallelic with the CRISPRs targeted the CAST allele, and the remaining clones are monoallelic with the CRISPRs targeting the 129 allele. (**B**) Aligned Sanger sequencing results from deletion junctions amplified from genomic DNA of targeted Sox2-SEdistal clones. Clones had varied deletions created by the Cas9 nuclease and repaired by non-homologous end joining. Mutant H contains a short inversion between the CRISPR/Cas9 cut sites consistent with the larger PCR product observed during genotyping (see Fig. 3B). The SNP at position 222 reveals the parental original of targeted allele. Mutant A is biallelic, Mutant G is monoallelic with the CRISPRs targeted the CAST allele, and the remaining clones are monoallelic with the CRISPRs targeting the 129 allele.
(TIF) Click here for additional data file.

S2 Figure **Deletion of Sox2-SE^distal^ impairs ES cell proliferation.** (**A**) Western blot analysis of Sox2 gene in wild type and biallelic Sox2-SE^distal^ deletion mESC clones. (**B**) Growth curves of wild type and biallelic Sox2-SE^distal^ deletion mESC clones.
(TIF) Click here for additional data file.

S1 Table **FPKM for all mouse RefSeq genes in 4 representative mESC clones from RNA-seq.**
(XLSX) Click here for additional data file.

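S1 Table gives the authors' FPKM values for RefSeq genes. The copy used here holds the first 1998 of its 22257 rows, so that it was compared gene by gene only. Of these, 1853 matched a GENCODE M1 gene by symbol. Among genes with at least 1 FPKM in both, the values calculated here were 1.61 times the paper's in wild type, 1.76 times in CAST+/129-, 2.00 times in CAST-/129+ and 1.73 times in CAST-/129- at the median. Across genes, which are not independent replicates, Pearson's r of the log2 values was between 0.943 and 0.951.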

S2 Table **A list of 136 genes upregulated after deleting Sox2 enhancer.**
(XLSX) Click here for additional data file.

S3 Table **A list of 142 genes downregulated after deleting Sox2 enhancer.**
(XLSX) Click here for additional data file.

S4 Table **A list of genes bound by Sox2 at promoters.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

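H3K27ac ChIP-seq of F123 and J1 cells, H3K4me3 ChIP-seq of F123 cells and RNA-seq of 4 F123 clones were analysed, 7 libraries with 1 for each condition. Conditions were taken from the sample labels and the paper. The authors mapped the RNA-seq reads with Novoalign, and they deposited aligned positions on mm9 in which identical alignments are collapsed and a whole-number count gives the reads behind each. Neither read sequences nor quality values were in these files, and alleles were not told apart.

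For RNA-seq, distinct alignments were used as the unit, fixed before the data were examined. Alignments carry the strand opposite to the transcript and were counted on the sense strand by their midpoint in exonic bases that belong to 1 gene of that strand in GENCODE M1 on NCBIM37, with no genes under 200 such bases. FPKM used the alignments on genes as library size. Ratios are log2 of FPKM plus 4, with a 3-fold threshold, as the paper's methods state. The following were chosen after the data were seen: the minimum of 200 bases, the assignment by midpoint, the annotation, the Sox2 promoter window of 2 kb on each side, the 15 kb after the deleted region, the 3 kb margin around Sox2 for H3K4me3 bins and the background windows of 13 kb at least 10 kb from genes. For ChIP-seq, 5′ ends of distinct alignments were counted in regions and in 1 kb bins and divided by the chromosome 3 mean of the same library, with no input.

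Counts on genes were between 5847451 in CAST-/129- and 24891864 in wild type. Intervals are exact 95% Poisson intervals of a count, or exact binomial intervals of the ratio of 2 counts, and a count of 0 is given a limit of 3 counts. They cover counting error only. With 1 library per condition there is no test of a difference between genotypes. Lists of genes are placed among 10000 random lists of the same size, drawn from 50 bins of mean expression. Same-direction shares are set beside 100 simulations that share the wild type library, once with only the monoallelic library unchanged and once, added after the data were seen, with the CAST-/129- library unchanged too. Genes were selected again in each simulation, by the 3-fold rule in the former and as the largest ratios in the latter. Genes named in the text are those the paper names, the 5 largest increases and the 5 largest decreases past 3-fold that changed the same way in both monoallelic libraries, and members of marker lists. The lists were fixed before the deposited files were examined but with S2 and S3 Tables in view, which were made from these libraries, so that each list is also given over the members that neither table holds. Other genes were chosen after their values were seen, namely Anxa5, Mccc1 and Gm9791 as the ends of a range, and genes named for chromosome 8.

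The rules were tested on simulated data of the biallelic and wild type depths over 31498 genes. Of 100 genes raised 6-fold 100 were called up, and of 100 lowered 6-fold 99 were called down. All changed genes were drawn from genes well expressed in wild type, so that recovery at low FPKM was not tested. Outside chromosome 8, 0 unchanged genes were called. A simulated log2 shift of chromosome 8 of -0.58 was recovered as -0.48 over genes with a mean FPKM of at least 5 and as -0.54 at a mean FPKM of at least 50, so that such shifts are understated.

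Alternatives set before the data were examined changed the library size, the strand, the treatment of identical positions, the depth, the pseudo-value, the threshold, the filter on low values, the lists and the regions. Added after the data were seen were reads before collapsing, protein-coding genes only, segments of at least 20 bp, genes of any length, division by Actb and a pseudo-value of 6.99, which is 4 times the median ratio of FPKM here to that of S1 Table. S2, S3 and S4 Tables were matched by symbol and by synonyms of a later annotation. S1 Table was used gene by gene because the copy is not whole. GSEA, the Suz12 comparison, Hi-C, RT-qPCR and allele-specific results were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used.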

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

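The tests of the chromosome 8 segment, the chromosome 9 genes and H19 below were chosen after the patterns were seen. The segment itself was found by scanning 1812 windows of 25 neighbouring genes in each mutant library. The scan also found a low window on chromosome 4, at 144482730 to 146026924, among the lowest of each library. Its median log2 ratio less that of all genes was -0.52 in CAST+/129-, -0.56 in CAST-/129+ and -0.95 in CAST-/129-. A window on chromosome 13, at 21842063 to 23784357, was among the highest in CAST+/129- at 0.62 and in CAST-/129+ at 0.99, but not in CAST-/129-. The cause of neither shift was tested.

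In CAST-/129- a segment at the start of chromosome 8 stood above the rest of the genome, in genes the paper does not discuss. Its 58 genes with a mean FPKM of at least 5, from 3150922 to the end of Cln8 at 14901720, had a median log2 ratio to wild type of 1.05 (0.89 to 1.16) after subtracting that of all genes. The other 488 genes of chromosome 8 were at -0.26. The next expressed gene, Mcph1, starts at 18595131. The same 58 genes were at 0.05 in CAST+/129- and at -0.25 in CAST-/129+. Depth is argued against, since the segment stayed at 0.99 with the libraries thinned to the smallest. A gain of 1 copy in all cells, which gives at most 0.58 if RNA follows the number of copies and wild type has 2, is argued against by the lower bound of 0.89. With 2 added copies the ratio would be 1.00. A copy gain of any size shifts all genes of the segment by a shared amount and leaves their spread unchanged, and their interquartile range of 0.53 lay at percentile 21.6 among 10000 random lists of matched expression (0.43 to 0.81 for 95% of them). A gain of more than 1 copy is a candidate explanation that these tests leave standing, and it was not tested on DNA. A regional effect on transcription that moves all genes alike remains open too. Of the up genes in CAST-/129-, 6 lie in this segment, and 5 genes of S2 Table do.

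Predicted genes at the very start of chromosome 9 rose in all mutant libraries. The 13 annotated genes from 3000282 to 3038316 were 18.7-fold above wild type in CAST+/129-, 29.2-fold in CAST-/129+ and 12.3-fold in CAST-/129-. With reads before collapsing, an alternative chosen after the data were seen, they were 42.7-fold, 69.0-fold and 23.9-fold above. Genomic DNA as the only source would fill both strands evenly. Of all alignments before position 3100000, the plus strand carried 38.5% in CAST+/129-, 45.3% in CAST-/129+ and 41.9% in CAST-/129-, against 49.9% in wild type. Each mutant value lay outside counting error of 50%. Windows away from genes lay on the other side of 50%, at 52.4% in wild type, 52.7% in CAST+/129-, 53.1% in CAST-/129+ and 54.9% in CAST-/129-. Counting error is therefore too narrow a measure of evenness, and the strands do not exclude genomic DNA. Genomic DNA as the whole source or a part stays open. The median window away from genes was also 1.66, 3.08 and 1.42 times wild type. Reads shared between copies of a repeat were not tested, and neither was a change in the transcription of repeats in the clones.

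H19 was at 11.9 FPKM in wild type, 571 in CAST+/129-, 554 in CAST-/129+ and 589 in CAST-/129-, above the wild type control in each. The ratio of CAST-/129- to CAST+/129- was 1.03 (1.00 to 1.06) for H19. It was at least 5.13 (lower bound 3.17) for the 7 fibroblast markers under 0.5 FPKM in wild type with at least 10 counts in CAST+/129-. Markers with fewer counts were left out, such as Fap, at 0.113 FPKM in CAST+/129- and 0.182 in CAST-/129-. H19 therefore does not share the further rise of these 7 markers in CAST-/129-. Feeder fibroblast RNA at a like level in all mutant libraries stays open, because the source of that further rise is not known and these files do not give the share of H19 in feeder RNA. In CAST+/129- and CAST-/129+, 20 and 21 of 25 fibroblast markers were above wild type, and Col1a1 was at 39.0 and 38.9 FPKM against 3.48. The abundant markers moved apart, with Vim at 124.1% and 174.6% of wild type, Sparc at 79.4% and 98.7% and Fn1 at 57.6% and 54.4%, and the 11 markers outside S2 Table had medians of 0.04 and 0.06. The rise does not follow the number of deleted copies. A difference of the wild type culture, a loss of imprinting in the clones and an effect of the deletion at 1 copy remain open and untested.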

How the results depend on the processing

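Reads before collapsing, division by Actb, protein-coding genes, segments of at least 20 bp, genes of any length and a pseudo-value on the FPKM scale of S1 Table were chosen after the data were seen, and the other alternatives before. No paired analysis was possible because each genotype has 1 library.

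Of 260 alternative values of 71 results, 199 stayed within the interval of the value or within 1.5 times the count, 60 moved and 1 changed sign where the interval excludes 0. Another 4, all medians of marker lists whose interval includes 0, also changed sign. They are Y-linked genes in CAST-/129+ with median of ratios (0.0011), primitive endoderm markers in CAST-/129- with median of ratios (0.0056) and with reads before collapsing (0.0108), and Xist in CAST+/129- with reads (0.0113), and no direction is drawn for them. The cause was not tested except where stated. The 199 include H3K27ac values that equal the main value by construction, namely those with positions counted once and that of F123 after thinning. Sox2 stayed below wild type under each alternative in CAST-/129-, and in the monoallelic clones under each but 1. With positions counted once it was at 103.8% in CAST+/129- and 103.7% in CAST-/129+ and at 13.96% in CAST-/129-, a count that is limited by the length of the gene. Thinning gave 43.7% in CAST+/129-. Reads before collapsing gave 38.0% and 35.9% in CAST+/129- and CAST-/129+. Division by Actb gave 28.5%, 27.7% and 2.53% in CAST+/129-, CAST-/129+ and CAST-/129-.

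The counts of up and down genes, 258 and 161, became 701 and 565 with a pseudo-value of 1, 120 and 50 with one of 10, 630 and 605 with a 2-fold threshold and 103 and 29 with a 5-fold threshold. With the pseudo-value on the FPKM scale of S1 Table, 6.99, they became 156 and 84. With all alignments in the file as library size, 106 genes were down, and all 106 were among the 161. The share of up genes among the calls, 61.6%, was between 56.3% and 69.0% under the other scalings, depths and counting units. Nanog lost its 3-fold call with all alignments in the file as library size and with median of ratios, at -1.56 in each, with positions counted once at -0.53 with a pseudo-value of 10 at -1.52 and with one of 6.99 at -1.58. Esrrb lost its call with positions counted once, and Kit with a pseudo-value of 10. With a 5-fold threshold Nanog, Esrrb and Kit all lost theirs.

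The mean of both monoallelic libraries gave a median log2 ratio of 1.35 for up genes and -1.41 for down genes. Over the genes of S3 Table the medians were -1.06 in CAST+/129- and -1.38 in CAST-/129+, and 15.7% had Sox2 at the promoter. On chromosome 3, 37, 40 and 55 genes passed a 2-fold threshold in CAST+/129-, CAST-/129+ and CAST-/129-, and 32, 42 and 65 passed 3-fold with a pseudo-value of 1.

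Plus-strand RNA in the deleted region and in the 15 kb after it, in CPM, was 4.84 and 12.1 in wild type and 6.59 and 9.16 in CAST+/129- with all alignments in the file as library size. With positions counted once it was 13.0 and 32.3 in wild type and 15.3 and 20.2 in CAST+/129-, and with reads before collapsing 3.67 and 9.38 in wild type and 5.32 and 7.48 in CAST+/129-. The order of the libraries was kept.

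H3K27ac at the SE became 43.9-fold in F123 and 29.2-fold in J1 over the enriched domain, 104.7-fold and 39.2-fold against the median window within 1 Mb, and 42.1-fold in J1 with reads before collapsing. Counting positions once was not calculated separately for ChIP-seq, since identical alignments are already collapsed, so that its equal value is no test. With bins over 10 times the mean, 0 H3K4me3 bins remained outside Sox2, and with 2 kb bins there were 3 at Sox2 and 4 elsewhere.

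The median of chromosome 8 in CAST-/129+ was -0.23 with genes of a mean FPKM of at least 1 and -0.36 with reads before collapsing, and in CAST-/129- it was -0.26 with reads. With a pseudo-value of 1, fibroblast markers were at 1.28 in CAST+/129-, Xist at 0.28 in CAST-/129+ and 1.18 in CAST-/129-, and mesoderm and primitive streak markers at 2.58 in CAST-/129+. With reads before collapsing, ribosomal protein genes were at 0.27 in CAST+/129-, 0.11 in CAST-/129+ and -0.16 in CAST-/129-, where the last changed sign, so that no direction is drawn for them.

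Depth limits the CAST-/129+ and CAST-/129- libraries most. With the libraries thinned to the smallest, 255 of the 258 up genes (98.8%) and 127 of the 161 down genes (78.9%) were called again, which argues against the depth of the wild type library as the source of most calls in either direction. For the other 34 down genes depth stays open.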

Differences from the paper's values

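The paper reports 136 up-regulated genes, and 258 were found. Of the alternatives set before the data were examined, a pseudo-value of 10 (120) and a 5-fold threshold (103) fall within 1.5 times the paper's count, but they give 50 and 29 down genes against the paper's 142, which do not. All alignments in the file as library size (209), median of ratios (227), positions counted once (234), both strands (250), thinning (291), a pseudo-value of 1 (701), a 2-fold threshold (630) and a mean FPKM of at least 1 (258) do not. For the paper's 142 down-regulated genes, 161 were found, which is within 1.5 times. FPKM values here were between 1.61 and 2.00 times those of S1 Table at the median of each library, over genes of the first 1998 of its 22257 rows. A pseudo-value of 6.99, scaled by this ratio and chosen after seeing the values, gives 156 up genes, within 1.5 times the paper's count, and 84 down genes, which are not.

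The paper reports 6 up-regulated genes with Sox2 at promoters, and 12 were found. Of the alternatives set before the data were examined, the genes of S2 Table give 7, within 1.5 times the paper's count, and a 2-fold threshold gives 28, which is not. For down-regulated genes the paper reports 21, against 16 here and 21 over the genes of S3 Table.

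Fig. 5B shows RT-qPCR values relative to wild type, read by eye to about 2 percentage points, to which RNA-seq is another assay. Reads before collapsing and division by Actb were chosen after the values were seen. For total Sox2 in monoallelic clones, the paper's text on Fig. 4A, also RT-qPCR, gives a fall close to that found here with distinct alignments. The difference in CAST+/129- is therefore from Fig. 5B only, which shows about 28% for Sox2 against 46.9% here. None of the alternatives set before the data were examined is within 1.5 times of it, with 48.4% for all alignments in the file as library size, 48.5% for median of ratios, 104% for positions counted once, 46.6% for both strands and 43.7% after thinning. The added alternatives, chosen after seeing the values, reach it with 28.5% after division by Actb and 38.0% with reads before collapsing. In CAST-/129- the figure shows about 2% against 4.23%. The alternatives set before the data were examined, between 4.20% and 13.96%, are not within 1.5 times, and of those chosen after seeing the values 2.53% after division by Actb is and 3.49% with reads is not. The reading error spans 0% to 4% for this bar, so that apart from 13.96% with positions counted once none of these verdicts is settled. The same holds for 43.7% after thinning in CAST+/129-. For the other genes of Fig. 5B only these added alternatives were set beside the figure. For Pou5f1, Fig. 5B shows about 55% in CAST-/129+, about 28% in CAST+/129- and about 31% in CAST-/129-, against 110%, 69.9% and 86.7% here. Division by Actb, chosen after seeing the values, gives 72.7%, 42.4% and 51.8%, and only the first is within 1.5 times. Reads before collapsing give 79.5%, 50.7% and 61.9%, again with only the first within 1.5 times, and both choices together give 62.4%, 30.0% and 41.9%, all within 1.5 times. For Nanog, Fig. 5B shows about 37% in CAST-/129+, about 52% in CAST+/129- and about 14% in CAST-/129-, against 58.8%, 88.8% and 29.9%, and division by Actb, chosen after seeing the values, gives 38.9%, 53.8% and 17.9%, all within 1.5 times. With reads before collapsing, the first is within 1.5 times at 51.6%. For Esrrb it shows about 20%, about 32% and about 8% in the same order, against 34.9%, 57.0% and 23.7%. Division by Actb, chosen after seeing the values, gives 23.1%, 34.59% and 14.2%, of which the last is more than 1.5 times the value of the figure as read. For Kit no value differs by more than 1.5 times, but 2 do after division by Actb. The reading error leaves these verdicts on the last value of Esrrb and on Kit after division by Actb open, and also that on the 42.4% of Pou5f1. The verdict on Kit in CAST-/129- before division, 12.1% against about 9%, is open too.

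Among the genes the paper names as down-regulated signature genes, Tet1 has a log2 ratio of -1.54 in CAST-/129- and does not pass 3-fold. It passes with a pseudo-value of 1, at -1.62, and with a 2-fold threshold, both set before the data were examined, and with reads before collapsing, at -1.61, chosen after seeing the values. Of the 134 matched genes of S3 Table, 91 passed 3-fold, 103 with a pseudo-value of 1, 125 with a 2-fold threshold and 102 with reads before collapsing.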

Other observations

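The tests of feeder RNA, of the wild type library and of whole chromosomes were written before the deposited files were examined, with S2 and S3 Tables in view. The restriction of the first 2 to genes outside these tables was made after the results were seen, and the other tests below were chosen after the results were seen.

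Fibroblast markers rose in CAST-/129-. The median log2 ratio of 25 markers was 0.50 in CAST+/129-, 0.48 in CAST-/129+ and 2.63 in CAST-/129-, but S2 Table holds 14 of them. Of the other 11, 10 were higher in CAST-/129-, with a median of 1.04, and Pdgfra fell. Among abundant ones Vim rose from 83.9 FPKM to 271, Sparc from 116 to 189 and Fn1 from 191 to 210, and Col1a1 of S2 Table from 3.48 to 174. Feeder RNA of one fixed composition as the only source is argued against, since the ratio of CAST-/129- to CAST+/129- was 17.4 (12.6 to 24.6) for Dcn and 5.13 (3.17 to 8.54) for Twist2. Feeder RNA as a part of the source and differentiation in the clone cannot be told apart, because both raise these markers.

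Genes of the amino acid response fell about alike in the mutant libraries, with medians of -0.95 in CAST+/129-, -1.11 in CAST-/129+ and -0.93 in CAST-/129-. S3 Table holds 13 of these 25 genes. The other 12 were at -0.68, -0.70 and -0.65. A difference of the wild type culture or library from all others is a candidate explanation for these genes, since the fall does not follow the number of deleted copies. A response that is complete at 1 deleted copy stays open, and selection of the clones was not tested.

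Other lists, as medians in CAST+/129-, CAST-/129+ and CAST-/129- in turn, were as follows. Trophectoderm markers were at 1.28, 1.07 and 1.48, mesoderm and primitive streak markers at 0.15, 1.40 and 1.62, epiblast markers at 0.48, 0.66 and 1.08 and imprinted genes at 0.54, 0.83 and 0.83. Primitive endoderm markers were at -0.63, -0.18 and -0.01, ectoderm and neural markers at 0.02, 0.05 and 0.16, and naive pluripotency markers at -0.96, -1.32 and -1.77. Y-linked genes were at -0.20, -0.05 and -0.25, Xist at -0.02, 0.14 and 0.69 and ribosomal protein genes at 0.36, 0.53 and 0.40. S2 or S3 Table holds 4 of 13 trophectoderm, 4 of 11 mesoderm, 1 of 8 epiblast, 7 of 18 imprinted, 1 of 12 primitive endoderm, 1 of 10 ectoderm and 10 of 15 naive pluripotency genes. Over the members that neither table holds, the medians in the same order of libraries were 0.92, 0.80 and 0.65 for trophectoderm, 0.05, 0.56 and 1.11 for mesoderm and primitive streak, 0.38, 0.60 and 1.06 for epiblast and 0.27, 0.34 and 0.27 for imprinted genes. They were -0.60, -0.02 and 0.03 for primitive endoderm, 0.01, 0.03 and 0.05 for ectoderm and neural and -0.78, -0.66 and -0.88 for naive pluripotency markers. The larger values over all members for trophectoderm, imprinted and naive pluripotency genes in CAST-/129- therefore rest in part on genes of these tables. Neither table holds a Y-linked or ribosomal protein gene of the lists or Xist.

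The median of chromosome 8 relative to all genes was -0.29 in CAST-/129+, which is less than the loss or gain of 1 copy in all cells would give. It was below 0 in 6 of 6 equal parts of the chromosome. CAST-/129- shared this shift in parts 2 to 6, with medians of -0.33, -0.52, -0.18, -0.21 and -0.26 against -0.31, -0.48, -0.20, -0.24 and -0.32 in CAST-/129+, and its first part was at 0.92. In CAST+/129- the chromosome was at 0.06 (0.03 to 0.10). A copy lost in part of the cells of CAST-/129+ and of CAST-/129- is a candidate explanation, and a copy gained in part of the cells of both wild type and CAST+/129- is another. Neither was tested on DNA.

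In the 15 kb after the deleted region, the plus-strand count in CAST-/129+ was 9 where the wild type rate gives 99.5, so that depth is argued against. In the deleted region of CAST-/129-, 16 alignments (9.15 to 26.0) were found over both strands. Wild type cells in the culture are argued against, since the 0 plus-strand alignments after the region allow at most 3.13% of such cells and 1.59 alignments. Background reads cannot be told apart from other sources, as 95.1% of 13 kb windows away from genes held fewer.

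With distinct alignments, Actb was at 165%, 151% and 167% of wild type in CAST+/129-, CAST-/129+ and CAST-/129-. The paper's RT-qPCR is normalized to Actb. Collapsing lowers abundant genes most in the wild type library, so that these ratios can depend on the counting unit. After division by Actb, 13 of 18 values were within 1.5 times those read from Fig. 5B, against 7 before. Over the reading error of 2 percentage points this was between 9 and 17 against between 4 and 8. With reads before collapsing, 16 of 18 values were within 1.5 times after division by Actb, against 10 before. For Pou5f1 the largest ratio to the figure was 1.67 with distinct alignments and 1.35 with reads before collapsing, so that whether the level of Actb accounts for Pou5f1 depends on the counting unit and cannot be told apart from other differences of the assays.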
